A study of Homo sapiens with 5 samples. Its data were reported in "Rb-driven transcription limits its tumour-suppressive effects in breast cancer" (2026).

How the data were processed

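CUT&RUN for KDM5A was performed by the authors in MCF7 cells given DMSO or 500 nM abemaciclib for 2 days, with 2 libraries per treatment and 1 rabbit IgG library from DMSO-treated cells. Groups and replicate numbers were read from the sample titles and treatments. The submitters' processing notes name Bowtie2 2.3.4.1, MACS2 2.2.7.1, deepTools 3.5.0 and DiffBind, with build hg38. Per the study's methods, paired-end fragments were aligned, reads in blacklisted regions and on mitochondrial DNA were removed, duplicates were kept, and peaks were called for each sample at a q value of 0.05 with an IgG control. No differential table was used, and alignments, coverage tracks and the Rb, oestrogen receptor and histone profiles of the study were not analysed here, so occupancy at regions of Rb gain was not tested.

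Each deposited file lists peaks of 1 library. Fold enrichment at the summit, a ratio over the local background, was computed by the authors with MACS2. The -log10 p and -log10 q values at the summit were also computed by the authors' caller. The deposited score is 10 times the -log10 q value as a whole number. Values are scaled within a library by MACS2 and are not normalised between libraries, so fold enrichment was compared between libraries only as a rank.

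Peaks on chromosomes 1 to 22 and X were used, and peaks on other contigs (67, 82, 83 and 77 in DMSO replicates 1 and 2 and abemaciclib replicates 1 and 2, and 311 in IgG) are described apart from the comparisons. Pileup and background at each summit were recovered from the fold enrichment and -log10 p of that peak, which gave a solution for 100.0% of peaks, and the lowest background of a library gave its number of fragments for a genome of 2.7 Gb. Steps of the background values were sought only near those of a control as large as the IgG library, at 9.78 M fragments (M, mega). They gave a control of 9.79, 9.80, 9.75 and 9.76 M fragments behind the 4 KDM5A lists. This nearness follows from the search and does not show which control was used. Depth limits weak regions most: the median summit pileup was 16.0, 19.0, 15.0 and 14.0 fragments in DMSO replicates 1 and 2 and abemaciclib replicates 1 and 2. Coordinates are hg38, counted from 1, and annotation was GENCODE version 44, with 19618 protein-coding symbols. A promoter ran from 2000 bp upstream to 500 bp downstream of any annotated transcription start.

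Peaks of the 4 KDM5A lists were merged where they shared at least 1 bp, and a region was called in a library where a peak of that library overlapped it by at least 1 bp. A gene was occupied where a peak overlapped a promoter of that gene. Single values per library were compared by an exact two-sided permutation test of the difference of means, for which the smallest p is 0.33. Gene lists were compared with all other protein-coding genes by Fisher's exact test, two-sided, on promoter peaks in all 4 libraries, on peaks in both libraries of 1 treatment and neither of the other, and on the nearest start within 100 kb of a non-promoter region called in all 4, with Benjamini-Hochberg adjustment over 16 lists and a threshold of 0.05. The lists were E2F and DNA replication, mitotic, oestrogen-responsive, luminal identity, basal and mesenchymal, blood cell, Rb and KDM5, oxidative phosphorylation, interferon and DNA sensing, lysosomal, cytosolic ribosomal, mitochondrial ribosomal, histone, HOX, zinc finger and olfactory receptor genes. Lists, tests and most alternatives were fixed before the data were examined.

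For rank, the highest fold enrichment of each region called in all 4 libraries was ranked within each library over the same 18814 regions, turned into normal scores and fitted with limma 3.58.1 in R 4.3.3, with an adjusted p under 0.1 over all regions as the threshold and with no block for the replicate number. Promoter regions of each list were tested by limma's camera with a preset correlation of 0.01 and, as an alternative, an estimated one. Lists with fewer than 3 regions in a setting were left out of camera there, which were blood cell and olfactory receptor genes with all peaks and libraries, and also basal markers at a stricter q, with equal numbers of top peaks and at the depth-scaled pileup; blood cell markers entered without abemaciclib replicate 2. Motifs, written as consensus sequences in advance, were counted in 200 bp windows centred on the summit with the highest fold enrichment. They were compared with windows of the same class and GC content (bins of 2%) overlapping no KDM5A peak, by Fisher's exact test, two-sided, adjusted over 16 motifs in each set. AP-2, GATA and CRE did not differ from matched 200 bp windows in any set and are given in the plot of motif shares; in 100 bp windows AP-2 passed at non-promoter and DMSO-specific regions (adjusted p = 0.0116 and 0.0446).

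Named genes followed a rule: 21 genes fixed in advance, of which PGR and KDM5A had no promoter peak; the 10 best-ranked promoters; the 8 promoter and 4 non-promoter regions best ranked among those of each treatment; regions past the limma threshold; and the best-ranked members of each list with any gained or lost members. Other genes named from lists or linked regions were chosen after their values were seen.

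Alternatives were a -log10 q of at least 3, equal numbers of top peaks, removal of peaks overlapping an IgG peak, 400 bp summit windows, a reciprocal overlap of 50%, promoters of 1000 bp either side of a start, random lists matched on CpG content, ranks by -log10 q, regions holding 1 peak per library, 100 bp motif windows, windows 1000 bp from the same summits, a replicate block and each library left out. Added after the data were seen were a minimum pileup of 10 fragments per 10 M, ranks by recovered pileup, direct comparison of motifs between treatments, camera against promoter regions, lists matched on territory length, and the filters and left-out libraries applied to camera. Steps were tested on simulated data: recovery returned the true pileup for 100.0% of 20000 peaks, overlaps and merges gave the counts of bedtools 2.31.1, all 200 planted regions per treatment were found, 4.65% of 2000 random lists had a p under 0.05 in Fisher's test, all 8000 planted motifs were found, and 1.71% of 700 random lists had a p under 0.05 by camera. The libraries simulated for camera had independent noise at each region, so its rate does not cover lists whose members vary together between libraries. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, statsmodels 0.14.6, pysam 0.24.0 and matplotlib 3.10.9, and samtools 1.23.1, were used.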

Results

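KDM5A is a demethylase that removes methyl groups from lysine 4 of histone H3 and binds the retinoblastoma protein Rb. Its chromatin occupancy was mapped by CUT&RUN, in which an antibody directs a nuclease to release the DNA around the bound protein, in MCF7 cells, an oestrogen receptor-positive breast cancer line. Cells received the CDK4/6 inhibitor abemaciclib at 500 nM or its solvent DMSO for 2 days, with 2 independent cultures per condition. A rabbit IgG library from DMSO-treated cells measured background and had no replicate. Peaks were called separately in each library, and the fold enrichment and scores printed here are the authors' and serve only to describe, rank or filter regions within a list. On chromosomes 1 to 22 and X of hg38, DMSO replicates 1 and 2 held 27072 and 29058 peaks, abemaciclib replicates 1 and 2 held 31421 and 29556, and IgG held 46. Fragment numbers in megafragments (M), estimated from the deposited values, were 10.3 and 12.5 M for DMSO replicates 1 and 2, 10.2 M for each abemaciclib replicate, and 9.78 M for IgG.

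KDM5A occupied the promoters of most cell-division genes in untreated and treated cells alike. All 40 E2F and DNA replication genes and all 29 mitotic genes had a promoter peak in all 4 KDM5A libraries, as did all 34 oxidative phosphorylation genes, against about 57.5% of the other protein-coding genes. The cyclin gene CCNA2 and the origin-licensing gene CDC6 ranked high among the 18814 regions called in all 4 libraries, at percentiles of fold enrichment of 95.2 ± 0.30 and 93.8 ± 1.00 (SD, n = 2) with DMSO and 97.4 ± 0.14 and 93.3 ± 3.54 (n = 2) with abemaciclib. PCNA, the sliding clamp of DNA synthesis, stood at 96.4 ± 0.96 and 98.9 ± 0.08, and AURKA, a mitotic kinase, at 99.4 ± 0.43 and 99.4 ± 0.08 (n = 2 each). MCM2, a subunit of the replicative helicase, stood at 88.2 ± 0.04 and 89.9 ± 1.88. The 10 best-ranked promoters were those of SETD3, GATC, TMEM208, DHDDS, SKIC8, MRPL2, PRKRIP1, PPWD1, ZFPL1 and WDR74. SETD3, an actin histidine methyltransferase, had a fold enrichment of 162, 172, 177 and 137 in DMSO replicates 1 and 2 and abemaciclib replicates 1 and 2, at chromosome 14, positions 99479538 to 99483005.

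Ribosome genes and the Rb pathway were occupied nearly throughout. A promoter peak in all 4 libraries was present at 77 of 78 mitochondrial ribosomal protein genes, 80 of 84 cytosolic ribosomal protein genes, 56 of 63 replication-dependent histone genes and 377 of 476 zinc finger genes. In the Rb and KDM5 list, 35 of 37 genes were occupied in all 4 libraries, including RB1, KDM5B, E2F1, CDK4 and the DREAM complex gene LIN37. The exceptions were CCND2, which encodes a D-type cyclin, and KDM5A itself, neither of which had a promoter peak in any library. Lysosomal genes were occupied at 18 of 20 promoters, among them LAMP2 and NEU1. Interferon and DNA sensing genes were occupied at 17 of 29 promoters, a share of 58.6% that did not differ from other genes (adjusted p = 1). STAT2 and IRF3 were occupied, whereas CGAS, STING1 and IFIT1 were among the 12 not occupied in all 4.

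Luminal and oestrogen-responsive promoters were occupied more often than other promoters, and markers of other lineages less often. Of 17 luminal identity genes 15 were occupied in all 4 libraries, among them ESR1, GATA3, FOXA1, GRHL2 and ERBB3, leaving AR and KRT7 (88.2%, adjusted p = 0.0128). Of 51 oestrogen-responsive genes 41 were occupied, among them TFF1, GREB1, CCND1, XBP1 and MYC (80.4%, odds ratio 3.03, adjusted p = 0.00116). PGR, the progesterone receptor gene, had no promoter peak in any library. Among 19 basal and mesenchymal markers 3 were occupied, CDH3, ZEB1 and FN1 (15.8%, adjusted p = 0.000375), and among 20 blood cell markers 2 were, CD8A and CD68 (10.0%, adjusted p = 2.13e-05). HOX genes were occupied at 12 of 39 promoters, with HOXA5 and HOXC6 among them, and olfactory receptor genes at 1 of 381, OR1F1. Across the genome 11297 of 19618 protein-coding genes (57.6%) had a promoter peak in all 4 libraries and 7032 had none. Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over 16 lists called 15 lists different from other genes. Against random lists matched on promoter CpG content, adjusted p values were 0.0571 for oestrogen-responsive genes and 0.133 for both blood and lysosomal genes, so those 3 calls ended. Lists were not matched on gene activity in MCF7, so a difference in activity is not excluded.

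**Figure D1:**
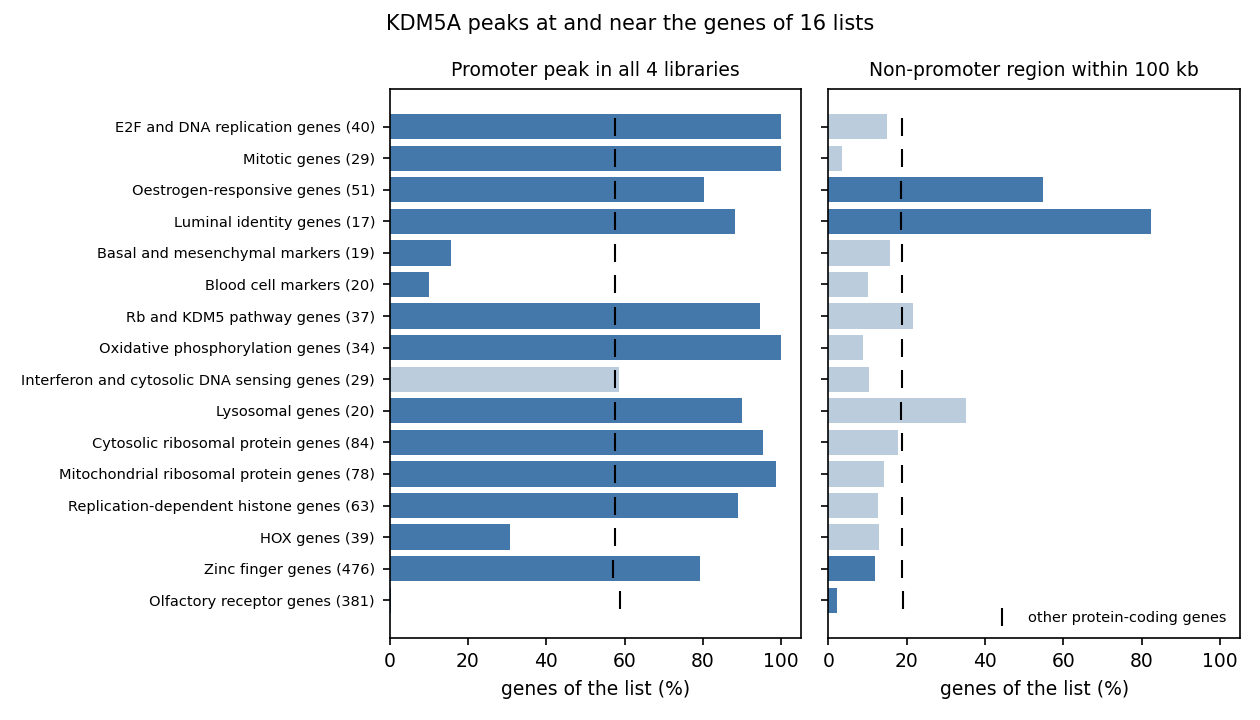
The horizontal axes give the percentage of genes of each list (number of genes in brackets) with a promoter peak in all 4 KDM5A libraries (left) and with a linked non-promoter region called in all 4 (right); dark bars have an adjusted p under 0.05 and vertical ticks mark other protein-coding genes. All 40 E2F genes had a promoter peak, and 14 of 17 luminal genes had a linked non-promoter region.

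Outside promoters, KDM5A regions lay mostly in introns and intergenic sequence and gathered near luminal and oestrogen-responsive genes. Of the 18814 regions called in all 4 libraries, 12864 (68.4%) touched a promoter, 3611 (19.2%) an intron, 1924 (10.2%) lay between genes and 415 (2.21%) touched an exon. The 5950 non-promoter regions were linked to the nearest protein-coding start within 100 kb, which covered 5277 of them and 3662 genes. Among luminal identity genes 14 of 17 had a linked region, or 82.4%, against 18.6% of other genes (odds ratio 20.4, adjusted p = 1.25e-07). Among oestrogen-responsive genes 28 of 51 did, or 54.9% (odds ratio 5.34, adjusted p = 6.09e-08). The keratin gene KRT8 and the oestrogen-responsive gene MREG had 7 linked regions each. ESR1, which encodes the oestrogen receptor, had 6, and the epithelial transcription factor gene GRHL2 had 6. The adhesion gene CDH1 and the epithelial transcription factor gene ELF3 had 5 each. The pioneer factor gene FOXA1, KRT19 and MYC had 3 each, XBP1 had 2, and GREB1 and GATA3 had 1 each. CCND1, TFF1, KRT18 and PGR, also fixed in advance, had 0 linked regions. KRT18 shares a promoter region with KRT8, and each non-promoter region counts only for its nearest start. The best-ranked ESR1 region lay in an intron at chromosome 6, positions 151900487 to 151901931, with a fold enrichment of 21.5, 16.4, 21.0 and 15.7 in DMSO replicates 1 and 2 and abemaciclib replicates 1 and 2. An intronic region of EPCAM, an epithelial adhesion gene, at chromosome 2, positions 47339546 to 47341148, had 20.6, 32.0, 12.5 and 12.5. A region between genes near KRT8, at chromosome 12, positions 52969464 to 52970916, had 24.1, 27.8, 10.9 and 8.57. An ELF3 region at chromosome 1, positions 202017538 to 202019547, had 18.4, 19.1, 9.41 and 11.3. A region between genes near MREG, at chromosome 2, positions 215929733 to 215932324, ranked above these KRT8 and ELF3 regions. It went the other way, with 13.69, 17.71, 20.85 and 18.06. Fold enrichment is not comparable in size between libraries, so these values show no loss or gain.

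Mitotic genes had a linked region at 1 of 29 genes (3.45%, adjusted p = 0.0990) and E2F and DNA replication genes at 6 of 40 (15.0%, adjusted p = 0.784), and neither list passed the test. The lists that did not pass also took in lysosomal genes at 7 of 20 (35.0%, adjusted p = 0.212), the Rb and KDM5 list at 8 of 37, cytosolic ribosomal genes at 15 of 84, mitochondrial ribosomal genes at 11 of 78, histone genes at 8 of 63 and HOX genes at 5 of 39. Oxidative phosphorylation genes at 3 of 34 (8.82%), interferon genes at 3 of 29 (10.3%), basal markers at 3 of 19 and blood markers at 2 of 20 did not pass either. Zinc finger genes, at 57 of 476 (12%, adjusted p = 0.000323), and olfactory receptor genes, at 8 of 381 (2.10%, adjusted p = 7.87e-23), had fewer linked regions than other genes. Across all genes the largest numbers of linked regions were 11 at GSE1, NCOA3 and PREX1 and 10 at IGF1R, the insulin-like growth factor receptor gene. NCOA3 and PREX1 lie on chromosome 20, where the mean background behind peaks was 5.05 times its lowest value, against at most 2.71 on other chromosomes, while the medians were 1.92 there and at most 1.91 elsewhere. With peaks at a stricter q value, the lower share at mitotic genes, 0 of 29, passed the test (adjusted p = 0.0318).

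The first comparison of treatments asked whether CDK4/6 inhibition changed how much of the genome KDM5A occupied. Libraries held 28065 ± 1404 peaks (SD, n = 2) with DMSO and 30488.5 ± 1319 (n = 2) with abemaciclib, a difference of 2423.5 (exact permutation test, two-sided, p = 0.33, the smallest p that 2 against 2 libraries allow). Peaks covered 28.1 ± 1.84 Mb with DMSO and 28.8 ± 1.60 Mb with abemaciclib, with a median width of 716 ± 4.24 and 641 ± 1.41 bp and a median fold enrichment of 7.46 ± 0.11 and 6.70 ± 0.13 (n = 2 each, not tested). Protein-coding genes with a promoter peak numbered 11886.5 ± 165 and 11966.5 ± 111 (exact permutation p = 0.667). The promoter share of peaks was 55.2% ± 1.67 with DMSO and 53.2% ± 1.47 with abemaciclib (n = 2 each), a difference of -2.04 percentage points (exact permutation p = 0.667). Per library it was 56.4% (95% Wilson interval 55.8 to 57.0) and 54.1% (53.5 to 54.6) in DMSO replicates 1 and 2, 52.2% (51.6 to 52.7) and 54.2% (53.7 to 54.8) in abemaciclib replicates 1 and 2, and 17.4% (9.09 to 30.7) in IgG. These intervals cover counting error only. With the same number of top peaks in each library the promoter share differed by 0.19 points, the opposite direction, and at an equal depth-scaled pileup the libraries differed by 743.5 peaks. Without DMSO replicate 1 the differences were 1430.5 peaks and -0.86 points, without abemaciclib replicate 1 they were 1491 and -1.0, and the share differed by -3.22 without DMSO replicate 2 and -3.08 without abemaciclib replicate 2.

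Overlap with an IgG peak was found for 3 and 6 peaks of DMSO replicates 1 and 2 and for 3 and 2 of abemaciclib replicates 1 and 2. Of the 46 IgG peaks 16 lay on chromosome 20 and 11 on chromosome 17, and 7 overlapped a peak of any KDM5A library. The KDM5A peaks were called against an IgG control, so few overlaps follow from the calling and do not measure background. With peaks at a stricter q value 9 KDM5A peaks in place of 14 overlapped an IgG peak.

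The next comparison asked which regions were occupied under 1 treatment and not the other. After merging peaks that shared at least 1 bp, 42014 regions were called in any library, and of the 22184 called in both DMSO libraries 94.4% were called in at least 1 abemaciclib library. Both abemaciclib libraries and neither DMSO library called 1990 regions, of which 497 (25.0%) touched a promoter and 1072 (53.9%) an intron. Among the best-ranked was a promoter region of EMSY, which encodes a BRCA2-binding protein, at chromosome 11, positions 76513330 to 76513742, with a fold enrichment of 12.2 in each abemaciclib library. EMSY, ACAA1 and PAK6, each with such a region, also had another promoter peak in both DMSO libraries, whereas PCDHGC4, SMIM31 and BTN3A3, which also had such a region, had no promoter peak with DMSO. The best-ranked also took in promoters of other annotated transcripts nearest ORC4 and DDB1, introns nearest YLPM1, MROH8 and CRACDL, and an exon nearest STN1. Both DMSO libraries and neither abemaciclib library called 1240 regions, of which 300 (24.2%) touched a promoter, 528 (42.6%) an intron and 360 (29.0%) lay between genes. The best-ranked included promoter regions of QTRT1, a tRNA-modifying enzyme gene, at chromosome 19, positions 10699676 to 10700395, with a fold enrichment of 11.5 and 8.33 in the DMSO libraries, and of HNRNPH1 and GPS2, and all 3 genes also had another promoter peak in both abemaciclib libraries. They also included promoters of other transcripts nearest DGCR6L, ZNF703, H3-7, RNF32 and CDRT15L2 and non-promoter regions nearest ACTR3C, EPHA2, LHX3 and BFSP2.

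**Figure D2:**
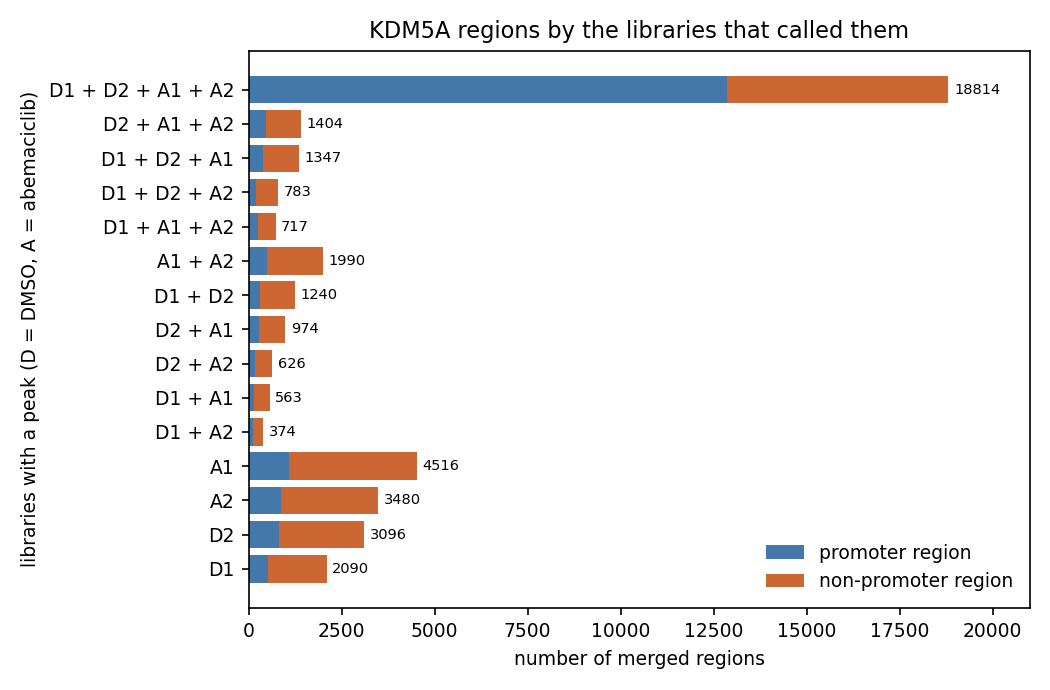
The horizontal axis gives the number of merged regions for each combination of KDM5A libraries that called them (D, DMSO; A, abemaciclib; 1 and 2, replicates), split into promoter and non-promoter regions. Regions called in all 4 libraries numbered 18814, and those called under 1 treatment only numbered 1990 (abemaciclib) and 1240 (DMSO).

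At promoters, 103 protein-coding genes had a peak in both abemaciclib libraries and neither DMSO library, and 76 had the reverse. No list passed the test in either direction (0 lists, Fisher's exact test, two-sided). With 0 to 2 such members per list, and no room for a gain in lists occupied throughout, the test could hardly pass. The list members with a peak in the DMSO libraries alone were BCL2, which encodes an inhibitor of cell death, HOXD1, ZNF365 and ZNF814, and ZNF396 was the member with a peak in the abemaciclib libraries alone. Treatment-specific regions, at promoters or not, were weak. Their median fold enrichment was 4.64 to 4.93 against 10.1 to 12.4 for regions called in all 4 libraries. The promoter peaks of the 103 and 76 genes were not summarised apart. The real grouping gave 3230 treatment-specific regions and 179 genes, against 1189 and 1348 regions and 80 and 120 genes for the other 2 ways to pair the libraries, and with 3 pairings the share cannot fall below 0.33. Overlap of peak lists (Jaccard) averaged 66.8% within and 62.0% between treatments, a difference of 4.83 points that ranged from 2.19 without DMSO replicate 1 and 2.74 without DMSO replicate 2 to 7.27 without abemaciclib replicate 1. With equal numbers of top peaks the counts were 1497 with abemaciclib and 1506 with DMSO, so the excess of abemaciclib-specific regions ended. The count was 1089 with abemaciclib at the depth-scaled pileup and 1929 with DMSO at a reciprocal overlap of 50%. With a library left out fewer calls are needed and the counts rose, to 2722 with abemaciclib and 4436 with DMSO without DMSO replicate 1, 3426 and 3466 without DMSO replicate 2, 5603 and 2598 without abemaciclib replicate 1, and 6591 and 2022 without abemaciclib replicate 2.

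The rank of KDM5A enrichment at individual regions was then compared, since fold enrichment is not comparable in size between lists. At the shared promoter region of KRT18 and KRT8, which encode the keratin pair of luminal epithelium (chromosome 12, positions 52945089 to 52952780), the percentile was 87.4 ± 0.24 (SD, n = 2) with DMSO and 51.5 ± 2.51 (n = 2) with abemaciclib, a shift of -1.11 on the normal-score scale (limma, adjusted p = 0.189). FOXA1 (chromosome 14, positions 37593645 to 37597535) stood at 77.4 ± 1.76 and 46.2 ± 0.47, a shift of -0.85 (adjusted p = 0.189; -0.40 for FOXA1 when ranked by recovered pileup), and the oestrogen-induced gene GREB1 at 62.3 ± 0.07 and 39.6 ± 5.84, a shift of -0.58 (adjusted p = 0.256). TFF1 stood at 58.8 ± 3.90 and 40.9 ± 6.36, CCND1, which encodes cyclin D1, at 58.1 ± 4.63 and 43.2 ± 11.7, and GATA3 at 93.1 ± 1.63 and 85.4 ± 3.06 (n = 2 each). KRT19 stood at 37.1 ± 4.81 and 30.0 ± 1.94, XBP1 at 66.3 ± 7.28 and 61.5 ± 0.87, MYC at 88.4 ± 0.98 and 80.9 ± 6.40, and ESR1 at 29.4 ± 7.73 and 31.4 ± 5.36. The cell-cycle genes MKI67 at 54.5 ± 6.68 and 73.1 ± 5.71, CCNE1 at 62.9 ± 1.61 and 43.8 ± 6.89, CCNE2 at 91.1 ± 0.67 and 89.0 ± 4.62 and E2F1 at 55.7 ± 3.27 and 62.3 ± 4.65 went both ways, while RB1 stood at 69.2 ± 3.61 and 70.2 ± 0.37 and KDM5B at 71.4 ± 2.21 and 76.7 ± 0.90. No region, these included, passed an adjusted p of 0.1 over the 18814 regions.

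**Figure D3:**
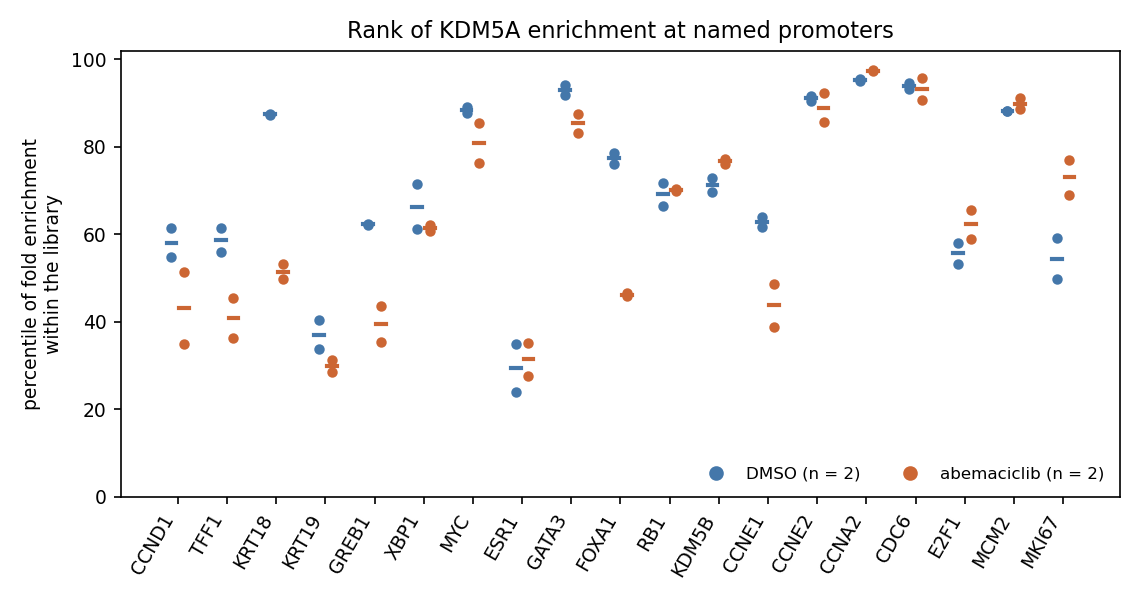
The vertical axis gives the percentile of fold enrichment within each library over regions called in all 4 libraries, with points for replicates and bars for the means of 2 libraries, at 19 promoters fixed in advance. KRT18 lay at 87.4 with DMSO and 51.5 with abemaciclib, and RB1 at 69.2 and 70.2.

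limma called 0 regions, with a smallest adjusted p of 0.189, while 3084 regions (16.4%) had an unadjusted p under 0.05, 1520 of them higher and 1564 lower with abemaciclib. The other 2 ways to pair the libraries gave 488 and 456 such regions. In simulated data of this size the test called 24 of 66 regions at a shift of 2 and 0 of 67 at a shift of 1. Only these regions and 67 at a shift of 0.5 were changed among 18814. Power after adjustment depends on the share of changed regions, so these rates need not hold for the real data. Adjusted over the list alone, 2 E2F genes (E2F2 and MYBL2), 3 mitotic genes (ANLN, CDC20 and KIF20A), the KRT18 and KRT8 region, 2 luminal genes (FOXA1 and BCAS1), CD68 among blood markers, UQCRFS1 among oxidative phosphorylation genes and OR1F1, the only region of its list, passed 0.1, against 0 adjusted over all regions. BCAS1 and UQCRFS1 were higher with abemaciclib, at 11.35 ± 2.29 and 43.4 ± 2.78, and 15.2 ± 0.25 and 57.7 ± 4.35, and the others lower. With peaks kept at an equal depth-scaled pileup, limma called 233 of 14638 regions, of which 127 were lower with abemaciclib and the rest higher. Under the other settings it called 0, with the smallest adjusted p ranging over all of them from 0.0883 to 0.494.

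In these 4 libraries, oxidative phosphorylation and replication-dependent histone genes ranked higher as groups with abemaciclib and cytosolic ribosomal protein genes lower, by small amounts. With the preset correlation camera sets the regions of a list against other regions, so its p does not measure the spread between cultures. The estimated correlations were -0.0123, 0.0016 and 5e-04 for these groups in that order, none above the preset 0.01. A higher correlation is thus not what ended these calls. Of 34 oxidative phosphorylation promoters 27 were higher, with a median shift of 0.28 (camera, adjusted p = 0.00882; adjusted p = 0.239 with an estimated correlation), among them NDUFV1 of respiratory complex I at 96.7 ± 1.25 and 98.7 ± 0.37 (n = 2 each). Of 33 histone promoter regions 24 were higher, with a median shift of 0.23 (adjusted p = 0.00565; adjusted p = 0.239 with an estimated correlation), among them H2AC16 at 79.7 ± 2.66 and 96.0 ± 1.70. Of 80 cytosolic ribosomal promoters 62 were lower, with a median shift of -0.15 (adjusted p = 0.00565; adjusted p = 0.239 with an estimated correlation), among them RPL41 at 99.93 ± 0.01 and 99.48 ± 0.04 and RPLP2 at 99.2 ± 0.10 and 97.2 ± 0.42. Oestrogen-responsive genes, with 28 of 40 regions lower and a median shift of -0.15, luminal genes, with 12 of 15 lower and -0.13, mitotic genes, with 21 of 29 lower and -0.13, and mitochondrial ribosomal genes, with 51 of 76 higher and 0.11, each had an adjusted p of 0.0507. The lists that did not pass also took in zinc finger genes (218 of 366 higher, adjusted p = 0.0683), E2F and DNA replication genes (25 of 40 lower, adjusted p = 0.229), Rb and KDM5 genes (18 of 35 higher), lysosomal genes (9 of 18), interferon genes (9 of 17), HOX genes (7 of 11) and basal markers (2 of 4). For the Rb and KDM5 list and HOX genes the mean shift was negative and the median positive, and camera gave the Rb and KDM5 list as lower.

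Each of the 3 group calls ended without at least 1 of the libraries, and 1 list passed without abemaciclib replicate 1. The oxidative phosphorylation call ended without DMSO replicate 1 (adjusted p = 0.0937) and without abemaciclib replicate 1 (adjusted p = 0.0668). The ribosomal call ended without abemaciclib replicate 1 (adjusted p = 0.0668), and the histone call without abemaciclib replicate 2 (adjusted p = 0.0869). Oestrogen-responsive genes passed without DMSO replicate 2 (adjusted p = 0.0421). With single-peak regions the oxidative phosphorylation and ribosomal calls ended (adjusted p = 0.0536 each). Oestrogen-responsive, luminal, mitotic and mitochondrial ribosomal genes passed at a stricter q, with equal numbers of top peaks, at the depth-scaled pileup and ranked by -log10 q, all at the preset correlation. None of them passed with an estimated correlation (adjusted p = 0.239, 0.302, 0.248 and 0.239). With single-peak regions oestrogen-responsive genes had 16 of 25 regions lower (adjusted p = 0.690) and luminal genes 3 of 6 (adjusted p = 0.913), and without DMSO replicate 1 luminal genes had an adjusted p of 0.301. Tested against promoter regions in place of all regions, 6 lists passed, with oestrogen-responsive, luminal and mitotic genes lower (adjusted p = 0.00709, 0.0128 and 0.00985). Over all alternatives adjusted p ranged up to 0.239 for the 3 groups, from 0.00671 for oxidative phosphorylation, 0.00257 for histone and 0.000141 for cytosolic ribosomal genes.

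In 200 bp windows at the summits of 12864 promoter regions called in all 4 libraries, several motifs were more frequent than in windows of equal GC content without a KDM5A peak. The YY1 motif occurred in 1.82% against 0.52% (odds ratio 3.54, adjusted p = 2.35e-22), the ETS motif in 1.25% against 0.40% (odds ratio 3.12, adjusted p = 6.64e-14), the E2F motif in 2.40% against 1.11% (odds ratio 2.19, adjusted p = 6.42e-15) the FOXA motif in 2.84% against 1.41% (odds ratio 2.05, adjusted p = 4.30e-15) and the NFY motif in 3.17% against 1.62% (odds ratio 1.98, adjusted p = 1.61e-15). The motif read by the DNA-binding ARID domain of KDM5A occurred in 41.8% against 33.1% (odds ratio 1.45, adjusted p = 2.07e-45). Every window with the SP/KLF motif also counts under this one, so its share does not show binding through that domain. GRHL, NRF1, CHR and SP/KLF motifs were also more frequent, and the CTCF motif less frequent, at 7.31% against 11.02% (odds ratio 0.64). Windows 1000 bp from the same summits were not matched on GC content and could overlap a KDM5A peak. Against them FOXA (odds ratio 0.54), CHR (0.37) and CTCF (1.38) turned direction. AP-2 (3.32), GATA (0.42) and CRE (1.96), which did not differ from matched windows, passed there. In 100 bp windows the SP/KLF odds ratio turned to 0.91 without passing (adjusted p = 0.217) and the NRF1 call ended (adjusted p = 0.0949).

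At 5949 windows of non-promoter regions called in all 4 libraries, several motifs were again more frequent than in matched windows. The FOXA motif occurred in 9.45% against 3.98% (odds ratio 2.51, adjusted p = 4.04e-32), the AP-1 motif in 7.11% against 2.99% (odds ratio 2.48, adjusted p = 3.18e-24), the SP/KLF motif in 1.66% against 0.71% (odds ratio 2.38, adjusted p = 6.13e-06) and the GRHL motif in 3.92% against 1.97% (odds ratio 2.03, adjusted p = 1.64e-09). The oestrogen response element, the site of the oestrogen receptor, occurred in 0.94% against 0.55% (odds ratio 1.70, adjusted p = 0.0428), a call that ended in 100 bp windows (adjusted p = 0.0623). ARID and CTCF motifs were also more frequent, the last with no call in 100 bp windows (adjusted p = 0.618). E2F, ETS, NRF1, YY1 and CHR motifs did not differ from matched windows there. Against windows 1000 bp from the same summits NRF1 was more frequent (odds ratio 4.82, adjusted p = 0.000957) and CHR less frequent (0.76, adjusted p = 2.63e-07), and in 100 bp windows AP-2 passed (adjusted p = 0.0116).

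Treatment-specific regions carried FOXA, AP-1 and GRHL motifs more often than matched windows under both treatments. The FOXA motif occurred in 10.7% of the 1990 abemaciclib-specific windows against 3.92% of matched ones and in 10.6% of the 1240 DMSO-specific windows against 4.35% (adjusted p = 2.49e-15 and 6.30e-08). The oestrogen response element occurred in 21 DMSO-specific windows (1.69%) and 9 abemaciclib-specific windows (0.45%), an odds ratio of 0.26 between the sets (Fisher's exact test, two-sided, adjusted p = 0.00409 over 16 motifs). Compared directly in the same way, SP/KLF (2.74% and 1.06%), ARID (9.92% and 6.63%) and GRHL motifs (5.40% and 3.62%) were also more frequent in DMSO-specific windows, with adjusted p = 0.00409, 0.00523 and 0.0431. The SP/KLF windows are counted again under ARID. CTCF (7.90% and 11.1%) and AP-1 motifs (5.48% and 8.14%) were more frequent in abemaciclib-specific windows, with adjusted p = 0.0141 and 0.0154. In 100 bp windows the GRHL call ended with abemaciclib (adjusted p = 0.716), the AP-1 call with DMSO (adjusted p = 0.124), and the differences in CTCF (adjusted p = 0.199) and AP-1 (adjusted p = 0.455) ended. This direct comparison was chosen after the separate results were seen. Windows are the units of these tests, so p does not measure the spread between cultures. Only the oestrogen response element was also compared over the other pairings of libraries.

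**Figure D4:**
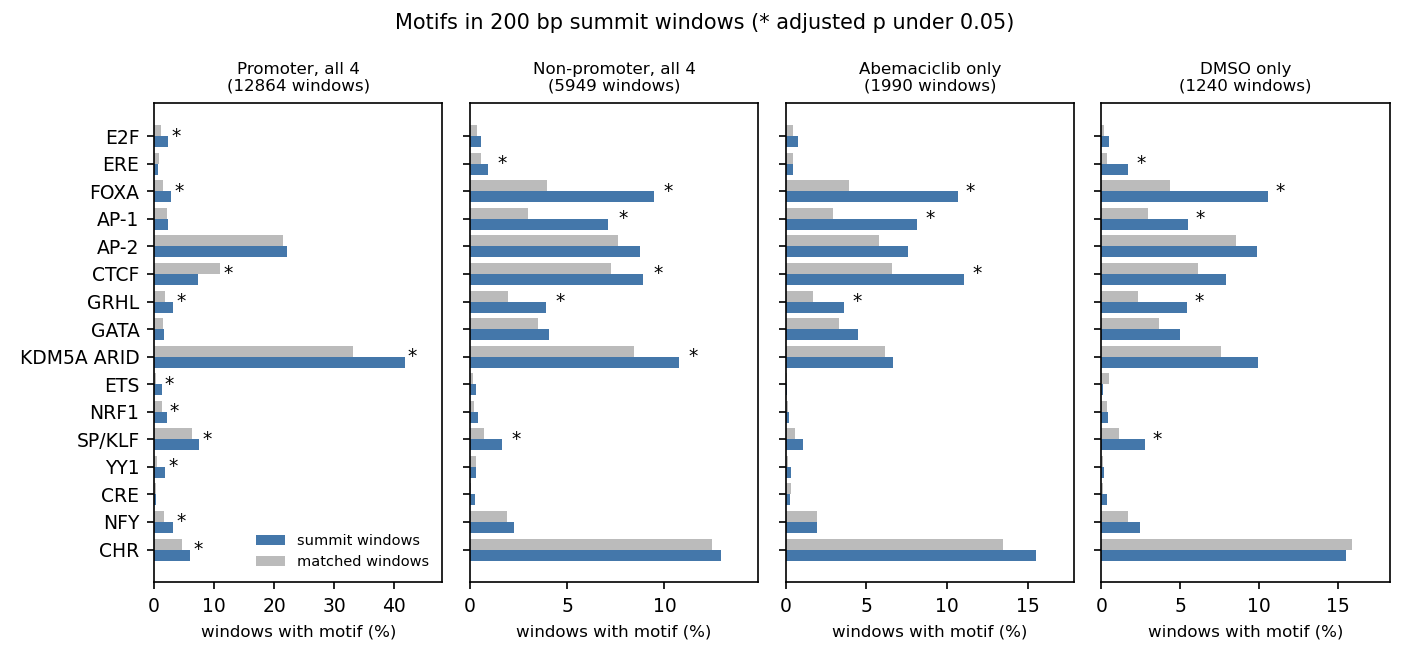
The horizontal axes give the percentage of 200 bp windows with each motif at KDM5A summits and in matched windows without a KDM5A peak, for 4 sets of regions, with asterisks at an adjusted p under 0.05. The oestrogen response element (ERE) occurred in 1.69% of DMSO-specific windows and 0.45% of abemaciclib-specific windows.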

Values the study reported

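The study reported 15,218 regions with more Rb and 57 with less Rb after abemaciclib in MCF7 cells, and 3,878 of the gained regions lay outside promoters. It counted 405 Rb-bound elements outside promoters that looped to gene promoters. Among hub genes in a hallmark set of early oestrogen response, 57% had Rb and KDM5A together at promoters as well as at non-promoter sites. The study stated without a number that KDM5A occupancy at these gained sites changed little with CDK4/6 inhibition.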

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

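On contigs outside chromosomes 1 to 22 and X, which the comparisons leave out, 17 contigs had a peak in all 4 KDM5A libraries and none in the IgG library, a signal above the control in data not otherwise used. These contigs held 23 and 24 peaks in DMSO replicates 1 and 2 and 27 and 31 in abemaciclib replicates 1 and 2. Of 208 contigs with any peak, 164 had an IgG peak, 143 had one in IgG alone and 10 had one in IgG and all 4 KDM5A libraries. No explanation was tested for these contigs.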

How the results depend on the processing

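Chosen only after results were seen were the depth-scaled pileup, ranks by recovered pileup, direct comparison of motifs between treatments, camera against promoter regions, territory matching, the stricter q for IgG overlap, and every camera alternative except the estimated correlation and the replicate block. The number of lists differing in promoter occupancy, 12 to 15, in gain or loss, 0, and in linked regions, 4 to 5, stayed on its side under the alternatives run, as did 157 of 160 values of single lists for promoter peaks and 143 of 144 for linked regions. The cause of the changes below was not tested, except where fewer libraries or regions explain them by construction. The promoter share difference was 0.19 points with equal numbers of top peaks, a setting that fixes peak numbers and gives no difference in peaks. Regions specific to abemaciclib numbered 1089 at the depth-scaled pileup and ranged from 2722 to 6591 with a library left out, where fewer calls are required; those specific to DMSO numbered 1929 with 50% reciprocal overlap and ranged from 2022 to 4436. Regions called by rank numbered 233 at the depth-scaled pileup and 0 under every other setting. Lists called by camera numbered 0 with an estimated correlation, 6 against promoter regions, 7 at a stricter q, 7 with equal numbers of top peaks, 7 at the depth-scaled pileup, 8 ranked by -log10 q, 6 ranked by recovered pileup, 1 with single-peak regions and 1 to 4 with a library left out, where the lone library of an arm is assumed to vary like the other group. Peaks overlapping IgG numbered 9 at a stricter q. At promoters, FOXA (odds ratio 0.54), CHR (0.37) and CTCF (1.38) turned direction against windows 1000 bp away, which were not matched on GC content. SP/KLF (0.91) turned direction in 100 bp windows.

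The records state no pairing of libraries by replicate number, and deviations of same-numbered libraries from the group means had a correlation of 0.0071. With the replicate number as a block, the difference in peaks was 2423.5 (exact sign-flip p = 0.5, the smallest possible) and in promoter share -2.04 (p = 1.0), limma called 0 regions (smallest adjusted p 0.237) and camera called 3 lists.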

Other observations

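The patterns weighed here were chosen after the results were seen, and each test was set before its own result was known. Some promoters with a peak under 1 treatment only belong to groups outside the fixed lists. Promoter peaks in both abemaciclib libraries and neither DMSO library were found at SOX9, a developmental transcription factor gene, PPARG, a regulator of fat cell genes, ITGA5, an integrin gene, TGFBR3, a receptor of transforming growth factor beta, the paired basement membrane collagen genes COL4A3 and COL4A4, and FOXO4. Peaks in both DMSO libraries alone were found at MYCN, CCN2, ERRFI1, PIK3CD, PPARA and WNT3. The treatments gave 179 genes of these 2 kinds, against 80 and 120 for the other pairings of the libraries. Regions specific to 1 treatment were also weak, with a median fold enrichment of 4.64 to 4.93 by library. A gain or loss of KDM5A at any single gene named here was not tested.

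At the depth-scaled pileup of 10 fragments per 10 M (M, mega), the 233 regions that limma called took in 61 promoter regions higher with abemaciclib and 68 lower. Among those lower, the transcription factor gene EGR1 fell from a percentile of 84.3 ± 0.76 (SD, n = 2) to 42.6 ± 12.5, the AP-1 gene FOSL1 from 23.9 ± 5.38 to 2.66 ± 0.69, KLF6 from 72.0 ± 3.12 to 29.9 ± 8.71, and PLAUR, the urokinase receptor gene, from 96.99 ± 0.34 to 77.3 ± 5.57. KRT18 fell by 1.29 on the normal-score scale, the mitotic gene ANLN by 1.25 and FOXA1, whose promoter region is shared with TTC6, by 1.02. Among those higher were ERBB2, a receptor kinase gene, from 7.32 ± 1.05 to 33.6 ± 1.55, a second promoter region of CCND3, a D-type cyclin gene, from 2.64 ± 3.09 to 31.9 ± 7.03, UQCRFS1 of respiratory complex III from 6.12 ± 0.05 to 45.7 ± 5.48, and CRBN, a ubiquitin ligase receptor gene, from 54.8 ± 4.87 to 88.7 ± 2.52. These genes were picked from the 233 after their values were seen, and the setting was chosen after the fit over all peaks had called 0 regions.

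More regions were specific to 1 treatment than to the other pairings of the libraries, 3230 against at most 1348. A difference in sequencing depth is argued against, since at an equal depth-scaled pileup the ratio to the highest other pairing was 3.08, above its value of 2.40 with all peaks. A GC bias that moves the median is also argued against. The median GC content of the 2 kinds of region differed by 0.0 points (bootstrap 95% interval -1.0 to 1.0). A bias at GC-rich regions alone is not covered by the median. Peaks were also narrower with abemaciclib, with a median width of 641 ± 1.41 bp against 716 ± 4.24 bp with DMSO (n = 2 each). Their median fold enrichment was 6.70 ± 0.13 against 7.46 ± 0.11. What these differences contribute was not tested. An effect of abemaciclib on weak KDM5A sites is a hypothesis that may account for part of these regions; 3 pairings are too few for a share under 0.05, and more cultures per treatment would decide it.

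The oestrogen response element was more frequent in regions specific to DMSO than in those specific to abemaciclib. GC content of the regions does not account for it, since the odds ratio pooled over GC bins was 4.07 (95% interval 1.81 to 9.15). Differences between libraries unrelated to treatment cannot be told apart from it, since another pairing differed by 0.92 points, next to 1.24 for the treatments, with 9 motifs in 974 regions against 0 in 374. A loss of KDM5A from some oestrogen receptor sites under abemaciclib is a hypothesis that stays open, on 21 and 9 windows, and KDM5A signal at mapped receptor sites in more cultures would decide it.

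Non-promoter KDM5A regions were linked to 41 of 67 luminal and oestrogen-responsive genes, or 61.2%. Wide gene territories do not account for it, since the share lay at percentile 100 of random lists matched on territory length, whose mean was 23.2% and highest value 46.3%. Extra copies of these loci in MCF7 stay open, since the background behind the linked regions was 1.21 times that of other regions (95% interval 1.08 to 1.39), between the bounds set in advance. Use of KDM5A at enhancers of the luminal programme is a hypothesis that may apply. Dividing the signal by measured copy number would test the extra copies alone. The random lists were matched on territory length only, so other traits of these genes, such as their activity in MCF7, are not excluded.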
